A study of Homo sapiens with 8 samples.

How the data were processed

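The study measured polyadenylated RNA in single KhES1 cells from 8 libraries, 2 for each of D4 hydrogel, D4 no hydrogel, D6 hydrogel and D6 no hydrogel. Per the labels, dissociated cells were put through a 10x Chromium 3′ workflow, and the series' design text names the Illumina NextSeq 500. The authors deposited 1 table per library of whole-number UMI counts per gene and cell barcode, with genes given by symbol. The program, genome build, annotation and strand setting used to make these counts are not stated, so no coordinates are printed. From the values, each table holds only genes seen in at least 3 barcodes of that library and barcodes with about 200 or more detected genes, and no normalization had been applied.

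From the deposited counts, barcodes with at least 500 detected genes and at most 20% of UMIs from the 13 mitochondrial genes were kept as cells. A gene missing from a library's table was counted as 0 there, which hides at most counts in fewer than 3 barcodes. Doublets were called by Scrublet through scanpy and not removed. The 87 calls were 0.619% of cells. Free RNA was not removed. The depth per library ranged from 1015413 to 13090946 UMIs in the cells kept. Lower bounds of folds set a group without listed UMIs to 3 counts, plus 1 UMI in each of 2 hidden barcodes per table that lacked the gene, and for 1 to 3 counts an exact 95% binomial interval of the ratio was computed. Shares of cells carry 95% Wilson intervals, except that a share of 0 is given the limit of 3 cells of the total.

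Counts were summed over the cells of each library and tested in 1 model with a mean per group in edgeR 4.0.16 (R 4.3.3), with TMM factors, filterByExpr by group with its minimum count of 10, and the quasi-likelihood test. P-values were adjusted by Benjamini-Hochberg within each comparison, with a threshold of 0.05. The SE given with a log2 fold change is its absolute value divided by the square root of the test's F statistic. It restates the test and is not a separate measure of precision. The 5 comparisons were hydrogel against none at D4 and at D6, D6 against D4 with and without hydrogel, and the interaction, which is the hydrogel effect at D6 minus that at D4. TMM factors ranged from 0.905 to 1.10. Marker lists of pluripotent, naive pluripotent, trophectoderm, hypoblast, amnion, mesoderm, neural, dissociation stress, hypoxia and cell cycle genes were tested by fry in limma 3.58.1 on voom values, two-sided, if at least 3 genes passed the filter, with adjustment over all list and comparison pairs. Medians of lists are from limma, and where a bound is used, from edgeR. No gene is in more than 1 list.

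The genes named are, per comparison, the 3 with the highest and the 3 with the lowest log2 fold change among those with an adjusted p under 0.05, a mean of at least 10 CPM in the higher group and, outside the interaction, both libraries of one group above both of the other. The genes POU5F1, NANOG, SOX2, GATA2, GATA3, CDX2, GATA4, GATA6 and SOX17 are named in every comparison but the interaction, and at most 2 members of each list. These rules, the lists, the comparisons and the alternatives, apart from those said to have been chosen later, were fixed before the data were examined.

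Cells of all libraries were clustered together in scanpy 1.11.5 (Python 3.11.15) from log-normalised counts, 2000 variable genes chosen within libraries, 30 principal components, 15 neighbours and the Leiden method at resolution 0.5, without batch correction. A marker was raised in a cluster if seen in at least 10% of its cells and at least 1.5-fold above the pooled CPM of the other cells, after adding 1 CPM to each. A cluster was named for a class with at least 3 raised markers and 2 more than any other class. A name was dropped if another class had more markers among the cluster's 10 leading genes, or if the cluster was far shallower than its libraries with no marker of its class among those genes. That rule was set after the clusters were seen. Group differences in shares were tested by an exact two-sided permutation of the 2 libraries against 2.

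The model and fry were tested on simulated counts drawn from the real means and library sizes, with 200 genes changed by a log2 fold change of 2. For the D4 hydrogel comparison, with 14603 genes tested, 85.5% of changed genes were recovered and 9.52% of calls were false. For the D6 hydrogel comparison, with 14571 genes tested, the values were 83.5% and 7.22%. For D6 against D4 with hydrogel, with 14619 genes tested, they were 82.0% and 9.89%, and without hydrogel, with 14609 genes tested, 81.5% and 8.43%. For the interaction, with 14606 genes tested, they were 74.0% and 8.64%. In the simulated D6 hydrogel comparison of 15169 genes, fry gave a moved set of 8 genes a p of 3.63e-06, and 8 of 200 random sets of that size reached a p under 0.05.

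The alternatives tried were RLE factors in place of TMM, the DESeq2 1.42.0 Wald test, no filter on low counts, the 2 groups compared fitted alone, the replicate number as a block, all deposited barcodes, a stricter cell filter (at least 1000 genes and at most 10% mitochondrial UMIs), removal of doublet calls, and thinning of every library to 1015413 UMIs. For lists, camera with a preset correlation of 0.01 replaced fry. For shares, resolutions 0.3 and 1.0 and 15 principal components were tried. Each library was left out in turn for gene changes and shares, without a test. Overlaps of the 69 genes named or listed were looked up by symbol in GENCODE v29, where 69 matched. KLF17, DPPA5, DNMT3L, SOX1 and CA9 were not analysed here.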

Results

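KhES1 is an established human embryonic stem cell line kept in the primed state. Its cells were aggregated for 24 h in microwells. The aggregates were then cultured in DMEM with 10% fetal bovine serum for 3 days, with or without a thermoresponsive hydrogel of PNIPAAm and PEG, and afterwards in iBlastoid medium. Blastoids are stem-cell aggregates grown to resemble a blastocyst. Cells were taken at the times labelled D4 and D6, and the label of the D6 hydrogel libraries calls them early blastoids. RNA from dissociated cells was measured with 10x Chromium 3′ single-cell libraries, as unique molecular identifier (UMI) counts per gene and cell barcode. The 8 libraries formed 4 groups of 2: D4 hydrogel, D4 no hydrogel, D6 hydrogel and D6 no hydrogel. The medium changed between D4 and D6, so time and medium cannot be separated in any comparison between these times. The labels give the replicate numbers 1 and 2 no meaning beyond naming libraries.

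The 8 files held 25754 barcodes, of which 14065 were kept as cells. The files listed 20871 genes between them and 12833 genes in common. In the D4 hydrogel libraries, replicate 1 had 777 cells and 1015413 UMIs, and replicate 2 had 2721 cells and 8412199 UMIs. In the D4 no-hydrogel libraries, replicate 1 had 1254 cells and 4637679 UMIs, and replicate 2 had 1963 cells and 13090946 UMIs. In the D6 hydrogel libraries, replicate 1 had 1279 cells and 5523793 UMIs, and replicate 2 had 1737 cells and 6551152 UMIs. In the D6 no-hydrogel libraries, replicate 1 had 1755 cells and 7359848 UMIs, and replicate 2 had 2579 cells and 9622891 UMIs. The median UMI count per cell ranged from 1173 in D4 hydrogel replicate 1 to 6104 in D4 no-hydrogel replicate 2. Pearson's r of log2 CPM (counts scaled to a common library size, TMM) between the 2 replicates, across genes, which are not independent replicates, was 0.953 for D4 hydrogel, 0.984 for D4 no hydrogel, 0.981 for D6 hydrogel and 0.986 for D6 no hydrogel. Intervals and limits given for counts cover counting error only. RNA free in the cell suspension was not removed from the counts.

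To ask what hydrogel culture in DMEM changed, the D4 hydrogel libraries were compared with the D4 libraries without hydrogel. Of 15169 genes tested, 2214 had an adjusted p under 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Of these, 990 were higher and 1224 lower with hydrogel, and 697 had a fitted change of at least 4-fold. With every library thinned to the smallest total, 1067 of 10523 genes tested passed the same threshold. Of the 66 list genes tested, 47 passed when adjusted over the list alone and 42 when adjusted over all genes tested. No gene count was recomputed without a library, since an arm of 1 library gives no test.

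The genes named for each comparison were chosen by a rule of largest change. Outside the interaction, both libraries of one group lay above both of the other for each gene chosen this way. NODAL was at 53.0 CPM ± 0.252 (SD, n = 2) in the D4 hydrogel libraries and had no listed UMI in the D4 libraries without hydrogel, at least 129-fold higher. EOMES was at 28.2 CPM ± 4.48 with hydrogel and had no listed UMI without it, at least 62.4-fold higher. LEFTY1 was at 18.8 CPM ± 10.1 with hydrogel and had no listed UMI without it, at least 58.9-fold higher. TRIM55 was at 36.4 CPM ± 11.3 without hydrogel and had no listed UMI with it, at least 55.3-fold lower with hydrogel. KRT16 was at 23.0 CPM ± 7.002 without hydrogel and at least 34.9-fold lower with it. LINC00379 was at 21.4 CPM ± 2.83 without hydrogel and at least 30.7-fold lower with it. The edgeR adjusted p of these 6 genes lay between 5.95e-06 and 0.000202. The tables list only genes seen in at least 3 barcodes, and each gene given a bound was missing from both tables of the group without UMIs. The bounds set such a group to 3 counts plus 1 UMI in each of the 2 barcodes that a table can hide, so they do not hold if a hidden barcode had more UMIs. Counting intervals leave hidden barcodes out. LEFTY1 has a near-identical neighbour, LEFTY2, and KRT16 has near-identical copies, so their levels are uncertain where counting split or dropped reads shared with a copy.

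Among 9 lineage genes fixed before the data were examined, NANOG was higher with hydrogel at D4, with 62.0 CPM ± 3.41 (SD, n = 2) against 1.05 CPM ± 0.555, a log2 fold change of 5.65 (SE 0.36, edgeR adjusted p 5.95e-06). SOX2 was higher by a log2 fold change of 1.61 (SE 0.23, edgeR adjusted p 0.000671). POU5F1 was higher by 1.36 (SE 0.29, edgeR adjusted p 0.00868), which fell to 0.90 without D4 hydrogel replicate 2. The trophectoderm gene GATA3 was lower with hydrogel, with 67.8 CPM ± 28.8 against 461 CPM ± 53.9, a log2 fold change of -2.71 (SE 0.30, edgeR adjusted p 9.63e-05). GATA2 changed by -1.56 (SE 0.26, edgeR adjusted p 0.00190). GATA6 changed by -2.46 (SE 0.51, edgeR adjusted p 0.00714). Left-out libraries moved the GATA6 value from -2.09 without D4 no-hydrogel replicate 2 to -8.22 without D4 hydrogel replicate 2, since the other hydrogel library had no listed GATA6 UMI. In the thinned libraries the GATA6 change was -1.04 and did not pass the threshold. CDX2 at -0.62 (edgeR adjusted p 0.274), GATA4 at 5.11 (edgeR adjusted p 0.0657) and SOX17 at -4.06 (edgeR adjusted p 0.288) did not pass the threshold. GATA4 had 6 UMIs in the hydrogel libraries and none listed in the others, and SOX17 had 5 listed UMIs, all without hydrogel, so the fitted values of these 2 genes are not measures of size. GATA4 passed the threshold without the filter on low counts, at 5.12. POU5F1, SOX2, GATA2, GATA3 and GATA6 overlap other listed genes, and the strand used in counting is not known, so the split of their counts from TCF19, PSORS1C3, SOX2-OT, GATA2-AS1, GATA3-AS1 and GATA6-AS1 is uncertain.

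**Figure D1:**
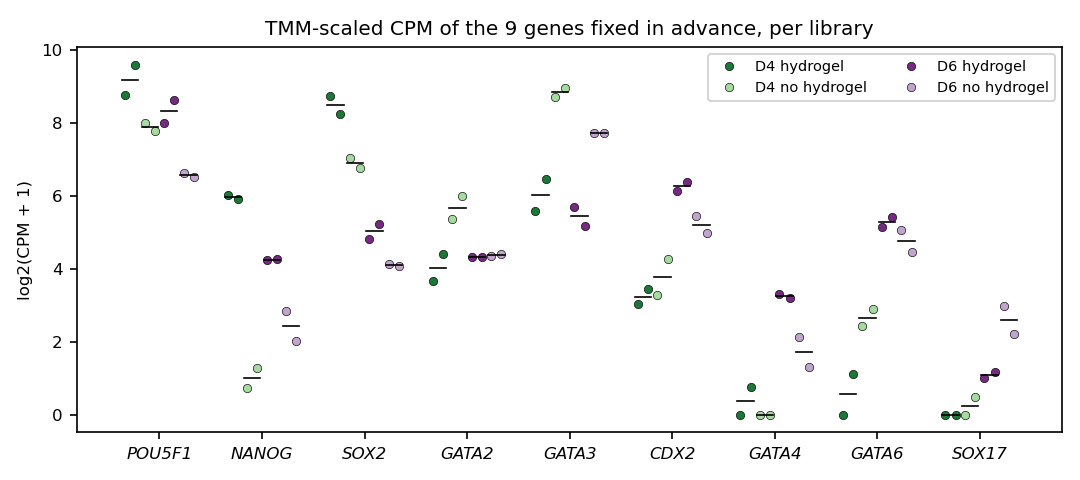
TMM-scaled counts of the 9 genes fixed in advance, as log2(CPM + 1) on the vertical axis, with 1 point per library and a bar at the mean of the 2 libraries of a group. NANOG lies at 62.0 CPM with hydrogel and 1.05 CPM without it at D4, and at 18.1 CPM and 4.65 CPM at D6.

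Marker lists fixed in advance were tested with limma's fry, adjusted over 45 pairs of list and comparison. At D4, 5 of 9 lists passed an adjusted p of 0.05. The pluripotent list was higher with hydrogel, with a median log2 change of 1.69 and 8 of 8 genes up (limma fry adjusted p 0.00182). The trophectoderm list fell, with a median of -1.97 and 8 of 8 genes down (limma fry adjusted p 0.00300). The amnion list fell, with a median of -2.69 and 8 of 8 genes down (limma fry adjusted p 0.00229). Its largest change was in VTCN1, with 3 UMIs with hydrogel and 513 without, 97.0-fold lower (95% counting interval 33.0 to 472). The dissociation stress list fell, with a median of -1.42 and 6 of 8 genes down (limma fry adjusted p 0.0177), led by FOSB at -3.16 and ATF3 at -2.30. The neural list fell, with a median of -1.40 over 3 genes (limma fry adjusted p 0.0261). Its median was 0.42 without the filter on low counts, and it did not pass under camera with a preset correlation (limma camera adjusted p 0.0586, from 0.00667 to 0.0934 over the alternatives). The cell cycle list, at 0.36 with 7 of 8 genes up (limma fry adjusted p 0.0607), passed under camera, without the filter on low counts and with all barcodes. The mesoderm list at 0.86, the hypoblast list at -0.57 and the hypoxia list at -0.55 did not pass. Setting genes without UMIs in a group to their bound moved the edgeR median of the hypoblast list from -0.81 to 0.11 and left the other D4 medians in place. The naive pluripotent list was not tested in the reported fit, because only SUSD2 and TFCP2L1 passed the filter on low counts. Without that filter it was tested and passed as higher with hydrogel. That result draws on genes with too few counts for the filter. Under camera the 4 calls at D4 other than the neural list held.

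To ask what hydrogel culture changed after the move to iBlastoid medium, the D6 hydrogel libraries were compared with the D6 libraries without hydrogel. Of 15169 genes, 2853 passed an edgeR adjusted p of 0.05, with 1265 higher and 1588 lower with hydrogel and 787 at a fitted change of at least 4-fold. Of the 66 list genes, 48 passed when adjusted over the list alone and 41 when adjusted over all genes tested. CER1 was at 70.8 CPM ± 29.6 (SD, n = 2) with hydrogel and 1.35 CPM ± 0.201 without, a log2 fold change of 5.68 (SE 0.40, edgeR adjusted p 4.26e-06). EOMES was at 23.4 CPM ± 4.01 against 1.18 CPM ± 0.0432, a log2 fold change of 4.29 (SE 0.30, edgeR adjusted p 6.42e-06). MESP2 was higher by 3.89 (SE 0.47, edgeR adjusted p 0.000353), with 14.0 CPM ± 5.97 against 0.931 CPM ± 0.0156. Its sequence is close to that of MESP1, which makes the split between them uncertain. SMOC1, SLN and CDC20B had no listed UMI in the D6 hydrogel libraries and 44.1 CPM ± 10.6, 42.5 CPM ± 2.52 and 38.5 CPM ± 11.3 without hydrogel. They were at least 78.5-fold, 74.4-fold and 68.7-fold lower with hydrogel. SLN and CDC20B did not pass under the DESeq2 Wald test, and CDC20B overlaps GPX8 on the other strand.

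Of the 9 lineage genes, 7 passed at D6. POU5F1 was higher with hydrogel by a log2 fold change of 1.80 (SE 0.30, edgeR adjusted p 0.00142), NANOG by 1.98 (SE 0.30, edgeR adjusted p 0.000745) and SOX2 by 0.99 (SE 0.25, edgeR adjusted p 0.0158). GATA3 was lower, at -2.28 (SE 0.29, edgeR adjusted p 0.000217). CDX2 was higher, with 76.1 CPM ± 8.97 (SD, n = 2) against 36.6 CPM ± 8.62, a log2 fold change of 1.06 (SE 0.27, edgeR adjusted p 0.0185). GATA4 was higher by 1.83 (SE 0.44, edgeR adjusted p 0.0157), and SOX17 was lower, at -2.19 (SE 0.61, edgeR adjusted p 0.0284). SOX2 and CDX2 did not pass in the thinned libraries, at 1.17 and 0.95. GATA4 and SOX17 did not pass under the DESeq2 Wald test, at 1.84 and -2.19. GATA2 at -0.046 (edgeR adjusted p 0.924) and GATA6 at 0.50 (edgeR adjusted p 0.210) did not pass, and GATA2 changed sign to 0.012 without doublet calls and to 0.032 in the thinned libraries.

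At D6, 6 of 9 marker lists passed. The pluripotent list was higher with hydrogel, with a median log2 change of 0.93 and 8 of 8 genes up (limma fry adjusted p 0.00294). The mesoderm list was higher, with a median of 1.70 and 6 of 8 genes up (limma fry adjusted p 0.00300). Its member LUM went the other way, with 0.471 CPM ± 0.666 (SD, n = 2) with hydrogel and 128 CPM ± 2.33 without. The cell cycle list was higher, with a median of 0.68 and 8 of 8 genes up (limma fry adjusted p 0.0157). The amnion list was lower, with a median of -2.49 and 7 of 8 genes down (limma fry adjusted p 0.00182). VTCN1 changed by -6.46 and IGFBP3 by -5.85. The trophectoderm list was lower, with a median of -1.42 and 7 of 8 genes down (limma fry adjusted p 0.00524). The dissociation stress list was lower, with a median of -1.58 and 6 of 8 genes down (limma fry adjusted p 0.0154). The hypoblast list at 0.17, the neural list at 0.39 and the hypoxia list at 0.058 did not pass. All 6 calls at D6 held under camera. HSPA1A and HSPA1B of the stress list are near-identical copies, so their levels are uncertain.

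**Figure D2:**
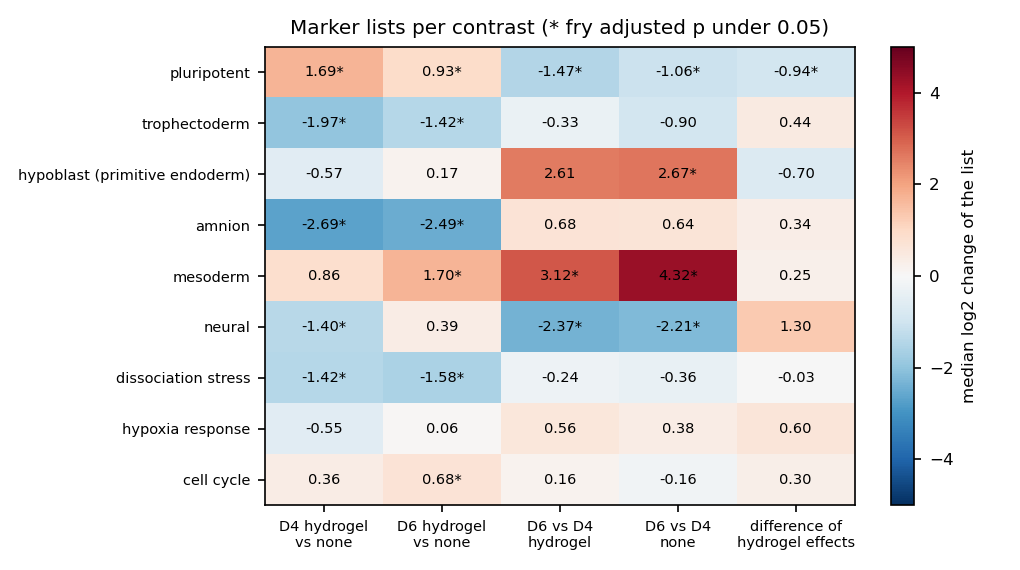
Median log2 change, from limma, of each marker list (vertical axis) in each of the 5 comparisons (horizontal axis), with the value in the cell, colour from -5 to 5, and an asterisk where the fry adjusted p was under 0.05. The amnion list lies at -2.69 and -2.49 in the hydrogel comparisons at D4 and D6, and the pluripotent list at 1.69 and 0.93.

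The hydrogel effects at D4 and D6, which share no library, were set against each other. In both, 1184 genes passed the threshold, where 416 would by chance, and 1147 of them (96.9%) changed in the same direction, leaving 37 that changed in opposite directions. Across all 15169 genes Pearson's r between the 2 sets of log2 fold changes was 0.528 and Spearman's rho was 0.571, where genes are not independent replicates.

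**Figure D3:**
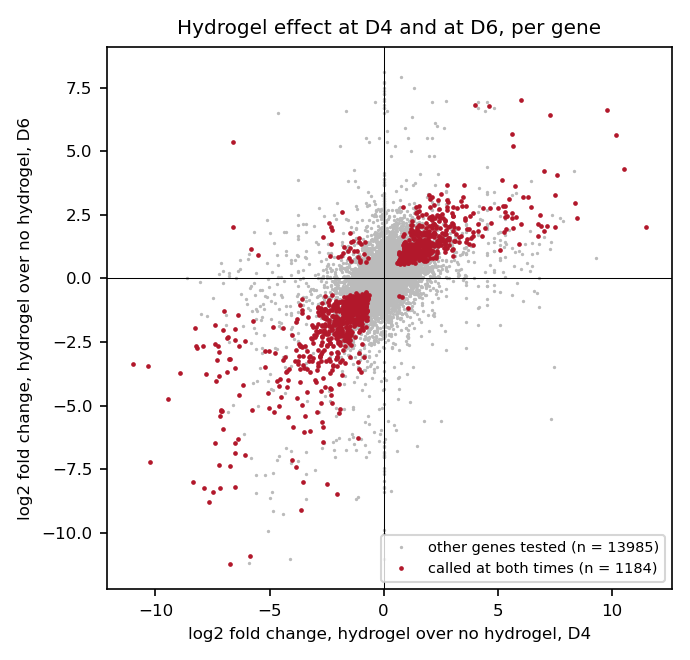
Log2 fold change of hydrogel over no hydrogel at D4 (horizontal axis) and at D6 (vertical axis), 1 point per gene, with the 1184 genes called at both times in red and the other genes tested in grey. Of the red points, 1147 lie where both changes have the same sign.

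The difference between these effects was then tested for each gene as an interaction. It passed an edgeR adjusted p of 0.05 for 296 genes, of which 161 had a more positive effect at D6 and 135 a more negative one. An unadjusted p under 0.05 was reached by 1946 genes. Of the 66 list genes, 19 passed when adjusted over the list alone and 8 when adjusted over all genes tested. In the thinned libraries 67 genes passed, and 61 of these were among the 296. NODAL had a difference of -9.51 (SE 0.79, edgeR adjusted p 0.000509). It was at least 129-fold higher with hydrogel at D4 and 4.03-fold higher at D6. EOMES had a difference of -6.25 (SE 1.07, edgeR adjusted p 0.0151), with at least 62.4-fold at D4 and 19.9-fold at D6. TBXT had a difference of -6.09 (SE 0.92, edgeR adjusted p 0.00877), with at least 15.4-fold at D4 and 5.22-fold at D6. TRIM55 had a difference of 7.63 (SE 1.19, edgeR adjusted p 0.00987), being at least 55.3-fold lower with hydrogel at D4 and 10.3-fold lower at D6. ALPK2 had a difference of 7.39 (SE 1.30, edgeR adjusted p 0.0170), being at least 3.89-fold lower at D4 and 1.12-fold higher at D6. GATA6-AS1 had a difference of 6.97 (SE 1.56, edgeR adjusted p 0.0482), being at least 1.38-fold lower at D4 and 2.26-fold higher at D6. Each of these 6 genes had no listed UMI in one D4 group, so the fitted differences depend on the prior count and are not bounds. The SE of these differences depend on it too and do not show their precision. In the thinned libraries only NODAL of the 6 passed, and GATA6-AS1 also failed to pass under the DESeq2 Wald test and without doublet calls. GATA6-AS1 and ALPK2 overlap listed genes on the other strand, GATA6 and AC105105.1. Of 9 lists, 1 passed, the pluripotent list, with a median difference of -0.94 and 6 of 8 genes down (limma fry adjusted p 0.0288). It also passed under camera, with the trophectoderm list in addition (limma camera adjusted p 0.0288, from 0.0288 to 0.157 over the alternatives, median 0.44). The pluripotent list did not pass in the thinned libraries, at -0.40, or with the replicate number as a block (limma fry adjusted p 0.0523). The medians of the other lists were -0.70 for hypoblast, 0.34 for amnion, 0.25 for mesoderm, 1.30 for neural, -0.032 for dissociation stress, 0.60 for hypoxia and 0.30 for cell cycle.

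To follow the cells from D4 to D6 within hydrogel culture, the D6 hydrogel libraries were compared with the D4 hydrogel libraries. Of 15169 genes, 2921 passed an edgeR adjusted p of 0.05, 1685 higher and 1236 lower at D6, and 890 had a fitted change of at least 4-fold. Of the 66 list genes, 47 passed when adjusted over the list alone and 38 when adjusted over all genes tested. APLNR was at 100.05 CPM ± 1.80 (SD, n = 2) at D6, at least 138-fold higher than at D4. MSGN1 was at 42.9 CPM ± 12.8, at least 59.6-fold higher. RSPO3 was at 33.8 CPM ± 12.7, at least 46.9-fold higher. LHX5 was at 13.7 CPM ± 8.45 at D4 and at least 16.04-fold lower at D6. SOX21 had 89 UMIs at D4 and 3 at D6, 37.9-fold lower (95% counting interval 12.5 to 187), with a fitted log2 fold change of -5.25 that ranged from -4.25 without D6 hydrogel replicate 2 to -9.14 without D6 hydrogel replicate 1. LHX5-AS1 had 87 UMIs at D4 and 3 at D6, 37.0-fold lower (95% counting interval 12.3 to 183), with a fitted log2 fold change of -5.75 that ranged from -4.53 without D4 hydrogel replicate 1 to -9.60 without D6 hydrogel replicate 2. LHX5 and LHX5-AS1 overlap on opposite strands, so the split of their counts is uncertain. The edgeR adjusted p of these 6 genes lay between 1.07e-05 and 0.00339.

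In hydrogel culture SOX2 fell from D4 to D6 by a log2 fold change of -3.50 (SE 0.25, edgeR adjusted p 1.17e-05) and NANOG by -1.76 (SE 0.27, edgeR adjusted p 0.000929). POU5F1 changed by -0.90 (SE 0.29, edgeR adjusted p 0.0497). It did not pass with the 2 groups fitted alone, with all barcodes or with the stricter cell filter, and it was -0.38 without D4 hydrogel replicate 2 and -0.59 without D6 hydrogel replicate 1. CDX2 rose by 3.04 (SE 0.34, edgeR adjusted p 0.000132). GATA6 rose by 5.20 (SE 0.45, edgeR adjusted p 2.76e-05) and GATA4 by 3.77 (SE 0.64, edgeR adjusted p 0.00254). Without D4 hydrogel replicate 2, where the remaining D4 library had no listed UMI of either gene, these values were 11.02 and 8.87, and without D4 hydrogel replicate 1 they were 5.03 and 3.60. SOX17 rose from no listed UMI to 14 UMIs, at least 1.57-fold (edgeR adjusted p 0.0456), and did not pass without doublet calls or under the DESeq2 Wald test. GATA3 at -0.71 (edgeR adjusted p 0.105) and GATA2 at 0.12 (edgeR adjusted p 0.797) did not pass, and GATA3 passed without the filter on low counts, at -0.69. With 1 library left out, the GATA3 value ranged from -0.999 to -0.119. Of the lists, 3 passed: pluripotent with a median of -1.47 and 8 of 8 genes down (limma fry adjusted p 0.00182), mesoderm with 3.12 and 7 of 8 genes up (limma fry adjusted p 0.00207), and neural with -2.37 and 3 of 3 genes down (limma fry adjusted p 0.0157). These 3 held under camera. The hypoblast list, with 2.61 and 6 of 6 genes up, did not pass (limma fry adjusted p 0.0516) but passed under camera, with RLE factors, with all barcodes, with stricter cells and in the thinned libraries. Its members GATA6, PDGFRA and NID2 were also raised in mesoderm-like cells, as given below, so its rise is not a measure of hypoblast cells. With genes that had no listed UMI in a group set to their bound, the edgeR medians moved from 3.61 to 3.16 for mesoderm, from 2.99 to 2.00 for hypoblast and from -4.16 to -0.73 for neural. The trophectoderm list at -0.33, amnion at 0.68, dissociation stress at -0.24, hypoxia at 0.56 and cell cycle at 0.16 did not pass.

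The same change without hydrogel was taken from the D6 and D4 libraries without hydrogel. Of 15169 genes, 4348 passed an edgeR adjusted p of 0.05, 2457 higher and 1891 lower at D6, and 1137 had a fitted change of at least 4-fold. Of the 66 list genes, 44 passed when adjusted over the list alone and 42 when adjusted over all genes tested. With and without hydrogel, 1887 genes changed over time in both, where 837 would by chance, and 1835 of them (97.2%) in the same direction. HOXB-AS3 was at 54.9 CPM ± 14.5 (SD, n = 2) at D6, at least 131-fold higher than at D4, and it overlaps HOXB3, HOXB4, HOXB5 and HOXB6 on the other strand. COL3A1 was at 37.8 CPM ± 11.3, at least 90.1-fold higher, and RSPO3 at 22.1 CPM ± 6.48, at least 52.7-fold higher. FAM20A fell from 84.4 CPM ± 0.254 to 3.96 CPM ± 0.0865, a log2 fold change of -4.40 (SE 0.22, edgeR adjusted p 6.74e-07), and overlaps PRKAR1A on the other strand. NPAS4 changed by -5.43 (SE 0.74, edgeR adjusted p 0.000264), and ranged from -4.37 without D6 no-hydrogel replicate 2 to -9.57 without D6 no-hydrogel replicate 1. SIX3 was at 10.9 CPM ± 0.480 at D4 and at least 25.5-fold lower at D6.

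Without hydrogel SOX2 fell from D4 to D6 by a log2 fold change of -2.87 (SE 0.25, edgeR adjusted p 1.47e-05), POU5F1 by -1.33 (SE 0.30, edgeR adjusted p 0.00584), GATA2 by -1.39 (SE 0.24, edgeR adjusted p 0.00129) and GATA3 by -1.14 (SE 0.27, edgeR adjusted p 0.00920). NANOG rose by 1.91 (SE 0.41, edgeR adjusted p 0.00484), from 1.05 CPM ± 0.555 (SD, n = 2) to 4.65 CPM ± 2.18, and did not pass in the thinned libraries, at 1.36. CDX2 rose by 1.36 (SE 0.29, edgeR adjusted p 0.00467) and GATA6 by 2.24 (SE 0.30, edgeR adjusted p 0.000250). GATA4 rose from no listed UMI at D4, at least 5.72-fold (edgeR adjusted p 0.00147). SOX17 rose by 4.12 (SE 0.72, edgeR adjusted p 0.00184), and ranged from 3.64 without D4 no-hydrogel replicate 1 to 7.98 without D4 no-hydrogel replicate 2. Of the lists, 4 passed: mesoderm with a median of 4.32 and 8 of 8 genes up (limma fry adjusted p 0.00182), hypoblast with 2.67 and 5 of 6 genes up (limma fry adjusted p 0.0344), pluripotent with -1.06 and 6 of 8 genes down (limma fry adjusted p 0.00524), and neural with -2.21 and 3 of 3 genes down (limma fry adjusted p 0.00524). All 4 held under camera. Members of the hypoblast list were also raised in mesoderm-like cells, as given below, so its rise is not a measure of hypoblast cells. With genes that had no listed UMI in a group set to their bound, the edgeR medians moved from 4.99 to 3.54 for mesoderm and from 2.77 to 2.49 for hypoblast. The amnion list at 0.64 (limma fry adjusted p 0.0592) passed with RLE factors, with stricter cells and without doublet calls. The trophectoderm list at -0.90, dissociation stress at -0.36, hypoxia at 0.38 and cell cycle at -0.16 did not pass.

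To ask which kinds of cells the libraries held, the 14065 cells were clustered together and clusters were named by their raised markers, under a rule set after the clusters were seen. Clusters that no rule named are given as unnamed. Brackets give 95% Wilson intervals. The pluripotent-like class held 98.1% [96.8 to 98.8] of cells in D4 hydrogel replicate 1 and 87.5% [86.2 to 88.7] in replicate 2. Low depth may raise the share of replicate 1. Thinned to its median UMIs, replicate 2 kept 0.588% of cells in a cluster with ISL1 and GATA3 raised, against 11.1% before. The class took in a cluster of 2362 cells with a median of 1024 UMIs, where NANOG alone of the pluripotent markers was not raised. Without hydrogel at D4 the class held 29.6% [27.1 to 32.2] in replicate 1 and 4.94% [4.07 to 5.99] in replicate 2. These 2 shares were 8.45% (106 cells) and 2.09% at resolution 1.0, and 2.78% and 0.446% with the stricter cell filter. At resolution 1.0, 288 cells of D4 no-hydrogel replicate 1 lay in an unnamed cluster without a raised pluripotent marker. The 371 cells of this class in D4 no-hydrogel replicate 1 had a median of 1009 UMIs and held 1 NANOG UMI in 514064. At D6 the class held 2.03% [1.39 to 2.96] and 0.864% [0.524 to 1.42] with hydrogel, and 0.342% [0.157 to 0.744] and 0.427% [0.238 to 0.762] without it. The mean difference with hydrogel was 75.5 percentage points at D4, where the SD pooled over the 2 groups was 13.4. With all deposited barcodes it was 57.6. At D6 the difference was 1.06 points against a pooled SD of 0.586, and it was 0.479 without D6 hydrogel replicate 1 and 1.65 without replicate 2. It was 46.0 points with the stricter cell filter.

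The amnion-like class held 68.2% [66.0 to 70.3] and 83.02% [81.5 to 84.4] of cells in the D6 libraries without hydrogel, and 0.704% [0.371 to 1.33] and 0.806% [0.481 to 1.35] in the D6 hydrogel libraries. The difference was -74.9 points, with a pooled SD of 7.41. At D4 it held 0.319% [0.124 to 0.817] and 0.102% [0.0279 to 0.371] without hydrogel. In the D4 hydrogel libraries it held 0 of 777 and 0 of 2721 cells, which at 3 cells of each total allow shares of up to 0.386% and 0.110%. The D4 difference of -0.210 points depended on the clustering settings. It was -23.0 at resolution 1.0, -19.6 with 15 principal components, -33.5 with stricter cells and -22.6 without doublet calls. The mesoderm-like class held 37.9% [35.3 to 40.6] and 39.7% [37.4 to 42.0] of cells in the D6 hydrogel libraries, and 18.4% [16.7 to 20.3] and 7.64% [6.68 to 8.73] in the D6 libraries without hydrogel. The difference was 25.8 points, with a pooled SD of 5.45. No D4 library had a mesoderm-like cell, which by the same rule allows shares of up to 0.386%, 0.110%, 0.239% and 0.153% in the 4 libraries. The rise from D4 to D6 was 38.8 points with hydrogel and 13.0 points without, and the latter was 7.64 without D6 no-hydrogel replicate 1. The hypoblast-like class held 7 and 6 cells of the D6 hydrogel libraries, or 0.547% [0.265 to 1.13] and 0.345% [0.158 to 0.752]. It held 38 and 22 cells of the D6 libraries without hydrogel, or 2.17% [1.58 to 2.96] and 0.853% [0.564 to 1.29]. That difference, -1.06 points with a pooled SD of 0.664, was -0.407 without D6 no-hydrogel replicate 1 and -1.72 without replicate 2. The class had no cell at D4. The hypoblast-like class was found under 1 of 6 alternative settings. Its cluster had 73 cells, with GATA6, SOX17, FOXA2 and APOA1 raised. GATA6, PDGFRA and NID2 of the same list were raised in the mesoderm-like cluster of 1694 cells. Changes of these genes in whole libraries therefore do not separate hypoblast from mesoderm.

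Each difference in share that was not 0 in both groups reached an exact two-sided permutation p of 0.333, the smallest that 2 libraries against 2 allow, so the design cannot reach 0.05. Unnamed cells made up 1.93% and 12.5% of the D4 hydrogel libraries, 70.1% and 94.96% of the D4 libraries without hydrogel, 58.8% and 58.3% of the D6 hydrogel libraries, and 10.9% and 8.07% of the D6 libraries without hydrogel. The change over time in the pluripotent-like share was -91.3 points with hydrogel and -16.9 points without, where the latter ranged from -4.56 without D4 no-hydrogel replicate 1 to -29.2 without replicate 2. With the stricter cell filter these changes were -33.4 and 8.86 points, the latter a reversed sign. An unnamed cluster held 56.9% and 57.2% of the D6 hydrogel libraries, and 10.6% and 7.75% of the D6 libraries without hydrogel. It had POU5F1, NANOG and TDGF1 raised, but with TBXT and MIXL1 also raised its lead was too small for the name. CDX2 was raised in this cluster and in the mesoderm-like cluster, so a higher CDX2 level does not by itself mark trophectoderm cells. With the stricter filter, a cluster with similar leading genes also had DPPA4 raised and was named pluripotent-like. At resolution 1.0 a similar cluster of 1467 cells also had DPPA4 raised. It lost the name only because TBXT was among its leading genes, under the rule set after the clusters were seen. The size of these changes thus depends on a small margin in the naming rule. A test of the hydrogel effect within pluripotent-like cells at D6 was not run, because the 4 libraries held 26, 15, 6 and 11 such cells, under the minimum of 50. With the stricter cell filter they held 529, 807, 186 and 181, which were not tested.

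**Figure D4:**
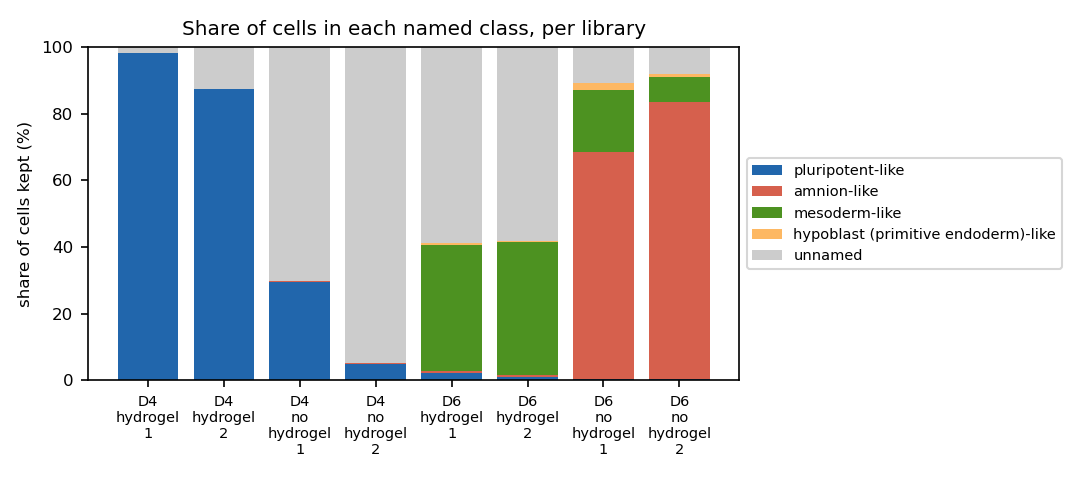
Share of the cells kept in each library (vertical axis, percent) that fell in each named class, 1 stacked bar per library, for D4 and D6 libraries with and without hydrogel. The amnion-like share is 68.2% and 83.02% in the D6 libraries without hydrogel and 0.704% and 0.806% in the D6 hydrogel libraries.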

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

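The tests in this part were set down before their values were seen, except that the test of scaling was chosen afterwards, that the explanation by low-quality barcodes was narrowed afterwards, since the stricter cell filter does not test free RNA, and that the 20 further draws of the thinning were added afterwards.

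The hydrogel effect differed between D4 and D6, by a test of the difference itself, for 296 genes (edgeR adjusted p under 0.05). The named genes among them were TRIM55 at 7.63, ALPK2 at 7.39, GATA6-AS1 at 6.97, TBXT at -6.09, EOMES at -6.25 and NODAL at -9.51, as fitted log2 differences that rest on a D4 group without listed UMIs. The pluripotent list differed as a set, with a median of -0.94 that was -0.40 in the thinned libraries, where it did not pass. With the replicate number as a block it did not pass either (limma fry adjusted p 0.0523), while 968 genes passed.

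Depth as the whole cause predicted fewer than 20 calls after thinning every library to the same total, against well over 100 if depth played no part. The count was 67, between these outcomes, and 61 of the 67 were among the 296. In 20 further draws of the thinning, from 42 to 77 genes passed. Calls that remain at equal totals argue against depth as the whole cause, but thinning also removes power and genes tested. After thinning, TRIM55 was at 4.34, ALPK2 at 4.29, GATA6-AS1 at 4.64, TBXT at -3.21 and EOMES at -4.30, none past the threshold, and NODAL at -6.85 passed. Low-quality barcodes as the cause predicted a loss of the calls under the stricter cell filter, where 327 genes passed. RLE factors gave 312 genes, but they moved the median difference of all genes only from 0.0057 to 0.0054, so that swap tests little. A wrong scaling factor as the cause shifts all genes alike and predicted fewer than 20 calls in one of the 2 directions. There were 161 and 135, so no single shift accounts for both. After TMM scaling the median difference was already 0.0057, and the split was known when this test was chosen, so the test carries little weight. Genes at 0 counts in a group made up 5.74% of the 296, or 17 genes, against 3.96% of all genes tested, so they are not the source of most calls. They include all 6 genes named above.

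What stays open is part of the effect of depth on single genes, a scaling error that changes with the level of a gene, counts shared between GATA6-AS1 and GATA6 or between ALPK2 and AC105105.1, and a biological difference between the 2 times, which the design names and confounds with medium. GC content and gene length were not tested. The classes of cells present also changed between D4 and D6, so a difference in the hydrogel effect may follow from composition, which was not tested for the interaction. The 67 calls left after thinning do not separate these.

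Barcodes removed by the cell filter were used in no reported comparison, only in the alternative with all barcodes. Among barcodes with at least 500 genes, 11.9% (95% Wilson interval 10.3 to 13.7) in D6 hydrogel replicate 1 and 8.34% (7.18 to 9.67) in replicate 2 had over 20% mitochondrial UMIs. In the D6 libraries without hydrogel the shares were 1.74% (1.23 to 2.45) and 0.502% (0.293 to 0.856). At D4 the shares were 1.77% and 3.65% with hydrogel and 1.18% and 1.75% without. The removed barcodes were shallow, with medians of 1270 and 1225 UMIs in the D6 hydrogel libraries. If few UMIs were the whole cause, barcodes with at least 2000 UMIs should show no excess. There, the D6 shares were 2.96% (2.10 to 4.15) and 1.02% (0.622 to 1.68) with hydrogel, and 0.391% (0.179 to 0.850) and 0.0973% (0.0267 to 0.354) without it. Both D6 hydrogel libraries stayed above both D6 libraries without hydrogel, although the interval of 1.02% overlaps that of 0.391% and most of the excess was gone. At D4 and this depth the shares were 1.23% (0.218 to 6.67) and 1.85% (1.29 to 2.64) with hydrogel. Without hydrogel they were 0.480% (0.187 to 1.23) and 0.383% (0.186 to 0.788). D4 hydrogel replicate 2 thus lay above D6 hydrogel replicate 2, so at this depth an excess was not particular to D6. Damaged or dying cells in the hydrogel cultures, or damage when cells were recovered from the gel, are candidate explanations that the design confounds with hydrogel. Neither was tested.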

How the results depend on the processing

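The alternatives were fixed in advance. The rule for naming clusters, the comparison within mesoderm-like cells and the thinning of 1 library were added after the data were seen, and the counts within mesoderm-like cells were not recomputed under other settings. The cause of a change named here was not tested unless a cause is given.

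Of the 5 counts of genes called, 31 of 44 recomputed values stayed within 1.5 times. The 13 others follow. Thinned to equal totals, the counts were 1067 at D4, 1030 at D6, 1189 and 1580 over time with and without hydrogel, and 67 for the interaction. Thinning leaves fewer counts and 10523 genes to test, so depth limits how many genes are called. The DESeq2 Wald test gave 1587 genes at D6, and 1753 and 2590 over time with and without hydrogel. Without the filter on low counts, 814 genes passed for the interaction. The labels give no shared batch or day for libraries with the same replicate number. As a check, same-numbered libraries deviated from their group means with correlations across genes from 0.199 to 0.463 between groups, and replicate 1 was the shallower library in each group. With the replicate number as a block, 3852 genes passed at D4, 4707 at D6, 4599 over time with hydrogel and 968 for the interaction. The interaction then had 0 lists past the threshold, with an adjusted p of 0.0523 for the pluripotent list (limma, 0.00167 to 0.0722 over its alternatives). The cell cycle list at D6 had an adjusted p of 0.0501 (limma, 0.00199 to 0.0501) and the hypoblast list over time without hydrogel 0.0523 (limma, 0.00387 to 0.0523), so neither passed with the block. GATA4 at D4, at 5.19 (edgeR adjusted p 0.0314, 0.00974 to 0.0948), and GATA3 over time with hydrogel, at -0.73 (edgeR adjusted p 0.0187, 0.0187 to 0.158), passed with it. No scaling moved the median of all genes by over 0.1.

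Of 40 recomputed counts of marker lists, 36 were within 1.5 times. For the interaction, camera and the lack of a filter gave 2 lists each, and thinning gave 0. Without the filter the naive pluripotent list was also tested, with genes that had failed the filter. It passed as higher with hydrogel at D4. At D6, over time with hydrogel and for the interaction it passed as lower. Over time without hydrogel it did not pass. With thinning, the neural list kept too few genes to be tested. Of 355 recomputed list medians, 327 kept direction and side of the threshold, 5 were weaker, 12 stronger and 11 reversed. None of the reversed pairs passed the threshold in the reported fit except the neural list at D4. Without the filter on low counts, which adds genes to these lists, medians were 0.17 (hypoblast) and 0.42 (neural) at D4, -0.58 and -0.24 at D6, and -0.31 (neural) for the interaction. The stress list had an interaction median of 0.076 with all barcodes and 0.055 thinned. The mesoderm list had -0.026 for the interaction with stricter cells. Thinned, medians were -0.10 for mesoderm at D4, -0.41 for hypoblast at D6 and 0.44 for hypoblast in the interaction.

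Of 575 recomputed changes of named genes, 549 kept direction and side of the threshold, 20 were weaker, 4 stronger and 2 reversed. GATA2 at D6, near 0, was 0.012 without doublet calls and 0.032 thinned. Thinning made 9 weaker and the DESeq2 Wald test 6. With 1 library left out, 183 of 288 values moved by less than the spread between replicates and 105 moved by more, with no change of sign in a called gene.

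Of 69 recomputed differences in class shares, 46 moved by less than the spread between replicates. In percentage points, the pluripotent-like difference with hydrogel was 57.6 at D4 with all barcodes, and at D6 2.26 at resolution 0.3 and 46.0 with stricter cells. Its change over time with hydrogel was -61.1 with all barcodes and -33.4 with stricter cells, and without hydrogel 8.86 with stricter cells. The amnion-like difference at D4 was -23.0 at resolution 1.0, -19.6 with 15 components, -33.5 with stricter cells and -22.6 without doublet calls. At D6 it was -51.8 with all barcodes. In that setting a cluster of 953 cells with GABRP, VTCN1, HEY1, IGFBP3 and TFAP2B raised lost the amnion name, because LUM was among its leading genes. The naming rule thus lowers amnion-like shares with all barcodes. The amnion-like change over time with hydrogel was 0.924 at resolution 1.0, 0.542 with all barcodes, 0.0331 with stricter cells and 0.578 without doublet calls. Without hydrogel it was 51.0, 56.2, 52.1, 42.3 and 53.2 at resolution 1.0, with 15 components, all barcodes, stricter cells and no doublet calls. The mesoderm-like difference at D6 was 15.5 with all barcodes, and its change over time with hydrogel was 27.7 with all barcodes and 42.5 with stricter cells. The hypoblast-like class was found at resolution 1.0 only, and had no value in the other 5 settings. Trophectoderm-like clusters appeared at resolution 1.0 only. At D6 they held 9.85% and 7.83% of cells with hydrogel and 4.62% and 2.87% without. The pooled direction is opposite to the fall of the trophectoderm list with hydrogel at D6, but the clusters pooled are unlike. A cluster of 348 cells had only CDX2, TFAP2C and KRT7 of the list raised. Another of 75 cells had GATA2, GATA3, TFAP2C, VGLL1, KRT7 and CGA raised. The pooled shares mostly count the larger cluster, so they do not speak against the fall of the list.

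With 1 library left out, 47 of 56 differences in shares moved by less than the spread between replicates. With 2 libraries per group, leaving 1 out cannot move a difference by more than the pooled SD. That tally is therefore fixed by arithmetic and does not show stability. The other differences ranged, over 4 fits each, from -0.319 to -0.102 for amnion-like at D4, from 0.704 to 0.806 for amnion-like and from 37.9 to 39.7 for mesoderm-like over time with hydrogel, and from 7.64 to 18.4 for mesoderm-like without it. Hypoblast-like ranged from 0.345 to 0.547 over time with hydrogel and from 0.853 to 2.17 without it.

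The test within pluripotent-like cells at D6 and its 5 alternatives were not run, for lack of cells in the reported clustering and at resolution 1.0. At resolution 1.0 that lack depends on the naming rule set after the clusters were seen. A cluster of 1467 cells with POU5F1, NANOG, TDGF1 and DPPA4 raised lost the name there, because TBXT was among its leading genes. With the stricter cell filter, which was not among the 5, the class held 529, 807, 186 and 181 cells at D6, and no test was run on them. Counts of genes and lists have no value with a library left out, since 1 library in an arm gives no call. D4 hydrogel replicate 1, with 1015413 UMIs, sets the thinned depth. It may also limit what can be detected at D4, although simulated recovery in the D4 hydrogel comparison was 85.5%, the highest of the 5 comparisons.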

Other observations

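The tests on handling at harvest and on shallow barcodes, the comparison within mesoderm-like cells, and the thinning of D4 hydrogel replicate 2 were chosen only after the results they concern were seen. The clusters counted after that thinning were also redefined after a first result, which moved little.

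The hydrogel effect at D6 may follow from composition alone, since the libraries differed in their mesoderm-like and amnion-like shares. If so, fewer than 20 genes should differ within one class. Mesoderm-like cells were compared, with 485 and 689 cells in the hydrogel libraries and 323 and 197 in the others, or 2007303, 2391053, 1279538 and 748217 UMIs. Of 10532 genes tested, 253 passed an edgeR adjusted p of 0.05, 114 higher and 139 lower with hydrogel, and 1250 had an unadjusted p under 0.05. That count argues against the shares of the named classes as the whole cause. Of 1878 genes called in whole libraries and tested here, 1544 (82.2%) kept their direction and 151 were called within the class. For those higher with hydrogel in whole libraries, the median log2 change was 0.47 within the class against 1.09. For those lower it was -0.33 against -1.03. Composition therefore stays open as a part of the effect, possibly a large one, and subtypes within the mesoderm-like class were not separated.

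Free RNA from the other cells of a library may also give differences within mesoderm-like cells. If it were the whole cause, over 80% of the 253 genes should be lower in the mesoderm-like cells than in the other cells of both libraries of the group where they are higher. That held for 22.9%, while 70.8% (179 genes) were above the other cells in both. Free RNA is therefore not the whole cause, but it stays open for the 58 genes below in both libraries and for the 16 genes below in 1 of them.

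The dissociation stress list was lower with hydrogel at both times. If composition alone were the cause, its median within mesoderm-like cells at D6 should lie within 0.25 of 0, and it was -0.23. The members went both ways, which leaves the median without weight. FOS at -1.54, FOSB at -1.89 and EGR1 at -1.66 passed the edgeR threshold, and JUN, HSPA1A and HSPA1B were higher at 0.70, 0.96 and 1.42 without passing. Composition therefore cannot be told apart from a change within the class. Handling at harvest that differed with hydrogel predicts lower values within one class and at both times. Within mesoderm-like cells, 5 members were lower and 3 higher. The design confounds handling with hydrogel, so it cannot be told apart from an effect of the gel on living cells.

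A cluster of cells with raised ISL1 and GATA3 held 68.5% and 93.3% of the cells of the D4 libraries without hydrogel. It held 1.03% (95% Wilson interval 0.523 to 2.02) of D4 hydrogel replicate 1 and 11.1% (9.94 to 12.3) of replicate 2. Fewer UMIs per cell in replicate 1 may account for this. If so, thinning the cells of replicate 2 to the median of replicate 1, 1173 UMIs, should bring its share within the interval of replicate 1. After thinning it was 0.588% (0.362 to 0.953), inside that interval, so the difference between these replicates is consistent with depth. The D4 libraries without hydrogel still had 64.7% and 93.2% after the reclustering, with the cells of the other libraries left as they were. No biological explanation was tested, as the design gives none between replicates.

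The pluripotent-like class held 371 cells of D4 no-hydrogel replicate 1. Shallow barcodes grouped by depth and not by pluripotency genes may account for them. If so, NANOG and TDGF1 should be under 0.2 of their level in the pluripotent-like cells of the D4 hydrogel libraries. NANOG was at 0.0281 of the lower of these libraries, and TDGF1 at 0.405, with 23 TDGF1 UMIs in 514064. The genes point in different directions and their UMIs are few, so depth and a residual pluripotent identity cannot be told apart. The class held 106 cells of this library at resolution 1.0, where 288 others lay in an unnamed cluster without a raised pluripotent marker, and 23 cells with the stricter cell filter. How many cells take this name thus depends on the settings, which does not decide between the 2 explanations.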
